A study of Gallus gallus with 12 samples. Its data were reported in "Conserved gene expression in sperm reservoirs between birds and mammals in response to mating" (2017).

How the data were processed

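Messenger RNA levels were measured in the utero-vaginal junction (UVJ) of the hen, the segment between the shell gland and the vagina whose tubules store sperm. Per the labels, each of 12 samples was the UVJ of a hen taken 24 h after treatment, with 4 control hens, 4 naturally mated hens and 4 hens inseminated with seminal fluid (SF) freed of sperm. According to the methods each array held the RNA of a different hen, labelled with Cy3 and hybridised to a custom NimbleGen chicken array, and all 12 arrays lay on a single slide. Controls occupied array numbers 1 to 4, mated hens 5 to 8 and SF hens 9 to 12, so that the place on the slide and the treatment cannot be told apart.

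The authors deposited linear intensity values. They had applied robust multichip averaging (RMA) in the array maker's software, which adjusts background, makes the intensity distributions of the arrays alike by quantile normalisation and summarises the probes of a feature. The submitters' processing notes name RMA and limma. The authors also deposited the probe number of each feature (another column, used here only to describe the array), and 37245 of the 37374 features had 3 probes. A table of the whole series held the same intensity values for 37364 features with a largest difference of 0, and 10 features were listed only with the single arrays. Genome build and annotation of the array design are not given in the sources used here, and no coordinates are printed.

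The features comprised 17619 Ensembl transcripts, 4361 RefSeq transcripts and 15394 expressed sequence tags, of which the tags carried no gene name. Of the 21980 features with a name, 4032 were named through their RefSeq accession in the table of the GRCg7b assembly, 7583 carried a symbol that is current there and 10365 kept the name of the file. They covered 18466 symbols, 10968 of them characterised genes. Where a current symbol differs from the array's, both are given. Several features of 1 symbol were tested separately, and a gene was represented by its brightest feature.

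Intensities were converted to log2 without a pseudocount, since the lowest value was 4.22. All 12 arrays entered 1 linear model with a mean per group in limma 3.58.1 under R 4.3.3, with empirical Bayes moderation, as the study's methods describe. The contrasts were mating versus control, SF-infusion versus control and mating versus SF-infusion, besides an F test over both treatments. P-values were adjusted by Benjamini-Hochberg over all features. The unadjusted threshold of 0.05, which the study treats as suggestive, was also counted beside the 5% that chance gives. All tests were two-sided.

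The samples in the fit, the tests, the rule for naming genes, 28 gene lists and most alternative settings were fixed before the data were examined, but after the study's paper had been read. Its supplementary tables of differing genes had been read too. They name some members of the lists, several of the squamous list among them. Those genes were picked on these same arrays, so the list tests are not fully independent of the data. The lists were cytokines and chemokines, cytokine and chemokine receptors, TGF-beta signalling, Toll-like receptor and NF-kB signalling, host defence peptides and lysozymes, interferon response, complement and coagulation, antigen presentation (MHC), solute carriers and pH regulation, metallopeptidases, steroid and prostaglandin signalling, T lymphocytes, B lymphocytes, macrophages and heterophils, smooth muscle, ciliated cells, columnar epithelium, stratified squamous epithelium, eggshell gland, egg white (magnum), erythrocytes, endothelium, testis and sperm, immediate early and heat shock genes, cell cycle, circadian clock, ribosomal proteins and oxidative phosphorylation. Between 14 and 59 members were measured. They were tested with camera (limma) at a preset inter-gene correlation of 0.01, with 1 feature per gene and Benjamini-Hochberg adjustment over the lists. Camera with the correlation estimated for each list and fry were run beside it. A further pair of lists held genes that the study had picked from these arrays, and these were only described.

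Named genes were, among characterised genes past unadjusted p 0.05 whose groups did not overlap (the rule for fewer than 20 genes past the adjusted threshold), the 10 with the largest positive and the 10 with the largest negative fold change in each treatment against control, and 5 and 5 between the treatments. Up to 4 members with the smallest p were named of each list past the test and up to 2 of other lists, up to 6 of the genes picked by the study, and 10 genes of the overlap between treatments. Some genes that this rule selects are not reported here.

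Alternatives were median centring, quantile normalisation over features, the series table, leaving out dim features (keeping 28030, or the 18687 at or above the median signal), fits of only the groups compared, the replicate number as a block, the array number as a covariate, trended and robust moderation, array weights, a mean over the features of a symbol, split controls, a permutation threshold built like the study's from 100 permutations, fewer than the study ran, and leaving out each array in turn. A tissue score (squamous list minus eggshell gland list), used as a covariate or to leave out 4 arrays, was added after the data had been seen. Which part of the tract the squamous markers came from was not tested.

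The methods were tested on simulated data in which 200 of the 37374 features were changed, 100 by a log2 value of 1 and 100 by 2. In mating versus control 57% and 86% of these passed the adjusted threshold, in SF-infusion versus control 50% and 85%, and in mating versus SF-infusion 48% and 83%. The simulated noise was independent between features, which the real arrays are not. The number of arrays, 4 per group, limits the precision. Figures were drawn with matplotlib 3.10.9, and correlations used scipy 1.17.1 with exact permutation of arrays within groups.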

Results

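Transcript levels in the UVJ were available for 12 hens, with 4 arrays each for control, mated and SF-infused birds, all taken 24 h after treatment. Each array gave 37374 features. The median intensity was between 1077 and 1102 on every array, and 94.5% to 96.0% of the features were brighter than the array's random-sequence control, which lay at log2 3.81 to 3.95. Replicates correlated across features at r = 0.966 to 0.988 in controls, 0.94 to 0.99 in mated hens and 0.961 to 0.986 in SF-infused hens. Levels are log2 intensities as mean ± SD (n = 4) and differences are log2 fold changes with the standard error (SE) of the limma fit.

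Mating versus control asked which transcripts of the sperm reservoir differ a day after natural mating. NFYA, a subunit of the CCAAT-box transcription factor NF-Y, lay at 11.027 ± 0.317 in control and 10.002 ± 0.119 in mated hens (SD, n = 4), a difference of -1.02 (SE 0.16). NMUR1, a receptor for the neuropeptide neuromedin U, differed by -1.31 (SE 0.29), and LZTFL1, a regulator of traffic into cilia, by -1.47 (SE 0.35). NUDT1, which removes oxidised nucleotides from the nucleotide pool, lay at 10.69 ± 0.10 in control and 11.34 ± 0.12 in mated hens (SD, n = 4), a difference of 0.65 (SE 0.11). Groups of genes for the cell cycle, T lymphocytes, cytokines and interferon response lay higher and those for the eggshell gland and respiration lower. With an estimated correlation 0 of these lists passed (smallest adjusted p = 0.619). Once mated replicate 4 was left out, 0 of them still passed in the same direction at the preset correlation. The eggshell gland and respiration lists also stopped passing once control replicate 3 was left out.

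With limma and Benjamini-Hochberg adjustment 0 of the 37374 features passed in mating versus control, the smallest adjusted p being 0.912. At an unadjusted p under 0.05 there were 828 features, 504 higher and 324 lower, which is 2.22% where chance gives 5%. They held 168 of the 10968 characterised genes, 100 higher and 68 lower. All 4 mated arrays lay to 1 side of all 4 controls for 1.34% of the features, against 2.86% by chance. The count was 2108 without mated replicate 3, 1862 with array weights and 1387 with a tissue score (squamous less eggshell gland markers) in the model. It was 391 among the 28030 brighter features and 191 among the 18687 at or above the median signal.

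Among the genes with the largest differences and separate groups, those higher after mating were NLGN4Y (NLGN4X on the array) at 0.95 (SE 0.28), the gene listed as CD80 on the array and CD88 in the reference at 0.87 (SE 0.21), IGF2BP1 at 0.85 (SE 0.29), the B-cell surface protein CD72 at 0.76 (SE 0.29), the G-protein regulator RGS19 at 0.55 (SE 0.16), RWDD2B at 0.54 (SE 0.23) and SPRY4, an inhibitor of growth factor signalling, at 0.52 (SE 0.19). POU1F1 and GLRA3 were also among them at 0.63 and 0.53, but their control levels of 3.74 and 3.70 were no higher than the random control. IGF2BP1, at 4.49 in control hens, lay little above it. Lower after mating were the pluripotency factor NANOG at -1.84 (SE 0.67), the sterol transporter ABCG5 at -1.15 (SE 0.46), RARRES1 at -1.001 (SE 0.41), the light-sensing protein OPN3 at -0.69 (SE 0.18), the peptidase PGCP at -0.63 (SE 0.23), the mannosyltransferase POMT2 at -0.52 (SE 0.15) and HSPA13 (STCH on the array) at -0.48 (SE 0.19). Unadjusted limma values of p were between 5.14e-05 for NFYA and 0.0379 for RWDD2B. Of these 20 genes 12 stayed past the unadjusted threshold whichever array was left out, NFYA, NMUR1, LZTFL1 and NUDT1 among them, and 8 did not. CD72 lost it without control 3, control 4 or mated 4, RWDD2B without control 1, control 4 or any mated array, SPRY4 without control 2 or mated 3, NANOG without control 1 or mated 4, ABCG5 without control 1, control 4 or mated 4, PGCP without control 1 or mated 3, HSPA13 without control 2, control 3 or mated 4, and RARRES1 without any 1 control, mated 2 or mated 4.

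**Figure D1:**
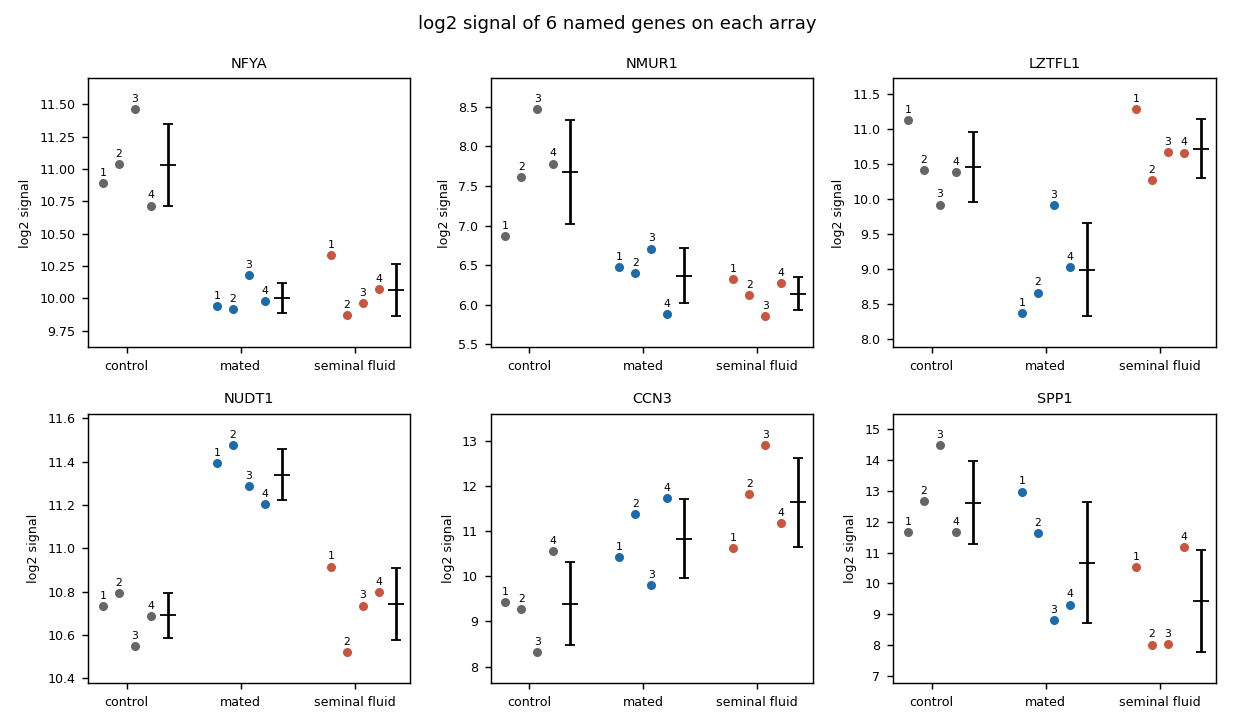
log2 signal (vertical axis) of 6 named genes on each array, with points numbered by replicate, a horizontal mark at the group mean and bars of 1 SD (n = 4 per group). NFYA and NMUR1 were lower in both treated groups than in control, LZTFL1 was lower and NUDT1 higher in mated hens, and CCN3 was higher and SPP1 lower in SF-infused hens than in control, with wide spread between hens.

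Of 28 gene lists 11 passed camera in mating versus control, 6 higher and 5 lower. The cell cycle list was higher by a mean of 0.37 over 47 genes (adjusted p = 2.91e-07, and adjusted p = 0.619 with an estimated correlation), of which 2 passed alone, the centriole kinase PLK4 at 0.60 (SE 0.21) and cyclin CCNE2 at 0.81 (SE 0.33), while CDC20 was at 0.69 (SE 0.37). T lymphocyte markers were higher by a mean of 0.47 over 19 genes (adjusted p = 1.57e-06, and adjusted p = 0.619 with an estimated correlation), with 0 members past the unadjusted threshold, for example the receptor kinase ZAP70 at 0.80 (SE 0.43) and CD3E at 0.44 (SE 0.27). Cytokine receptors (mean 0.27 over 41 genes, adjusted p = 7.99e-05) and cytokines (mean 0.29 over 38 genes, adjusted p = 0.000246) were each higher with 1 member past the unadjusted threshold, the gut-homing receptor CCR9 at 0.48 (SE 0.17) and the costimulatory ligand TNFSF4 at 0.50 (SE 0.22), and both had adjusted p = 0.619 with an estimated correlation. Interferon response genes were higher by 0.36 over 25 genes (adjusted p = 0.000796, and adjusted p = 0.62 with an estimated correlation), with 0 members past the threshold and IRF9 (IRF10 on the array) at 0.58 (SE 0.36). Antigen presentation genes were higher by 0.23 over 17 genes (adjusted p = 0.00801, and adjusted p = 0.619 with an estimated correlation), and 1 of them, CD80, passed when adjusted over the list alone. CD80 kept its call whichever array was left out, but CCR9 lost it without control 1, PLK4 without control 3 or mated 4, CCNE2 without control 2, mated 3 or mated 4, and TNFSF4 without any 1 control, mated 2, 3 or 4 or SF 4.

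Lower after mating were oxidative phosphorylation genes by a mean of -0.13 over 50 genes (adjusted p = 4.55e-05, and adjusted p = 0.62 with an estimated correlation), 0 of which passed alone and ATP5J of which was at -0.40 (SE 0.21). Eggshell gland markers were lower by -0.48 over 27 genes (adjusted p = 0.00127, and adjusted p = 0.619 with an estimated correlation), with RARRES1 past the threshold and the bone matrix protein SPP1 at -1.94 (SE 1.07). Ribosomal proteins (mean -0.04 over 59 genes, adjusted p = 0.0258, and adjusted p = 0.708 with an estimated correlation), erythrocyte markers (mean -0.20 over 14, adjusted p = 0.0313) and egg white markers (mean -0.47 over 15, adjusted p = 0.0395) were lower too, the erythrocyte and egg white lists with adjusted p = 0.619 with an estimated correlation. Among their members were RPL9 at -0.75 (SE 0.33), which passed the unadjusted threshold but not without control 1, 3 or 4, mated 1, 2 or 4 or SF 2, and RHAG at -0.57 (SE 0.33) and ovalbumin (OVAL) at -2.15 (SE 1.26), which did not. Adjusted over the list alone, 0 members of the other 10 lists passed. Squamous epithelium markers were at 0.33 with adjusted p = 0.0608 in the same hens. Mated replicate 4 stood apart, with a T lymphocyte level of 1.26 against a range of -0.30 to 0.31 on the other mated arrays, and without it 0 of the 11 lists kept their call in its direction, T lymphocytes being at 0.14 (adjusted p = 0.053), cell cycle at 0.02 (adjusted p = 0.664), eggshell gland at -0.25 (adjusted p = 0.053) and interferon response at -0.16. Without control 3 the lower lists lost their calls and 6 lists passed, and without mated replicate 3 there were 17. The egg white, erythrocyte and ribosomal lists lost theirs also without control 2, the egg white and erythrocyte lists without control 4 or mated replicate 1, the erythrocyte and ribosomal lists without mated replicate 2, and the egg white list without mated replicate 3. With the array number as a covariate, which shares its variation with the treatment, 3 lists passed, and interferon response turned to -0.923, cytokines to -0.109, receptors to -0.063, antigen presentation to -0.171, T lymphocytes to -0.052, cell cycle to -0.109 and the gene CCR9 to -0.179. With the tissue score in the model 5 lists passed, and the receptor, interferon, antigen presentation, ribosomal and oxidative phosphorylation lists turned direction.

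**Figure D2:**
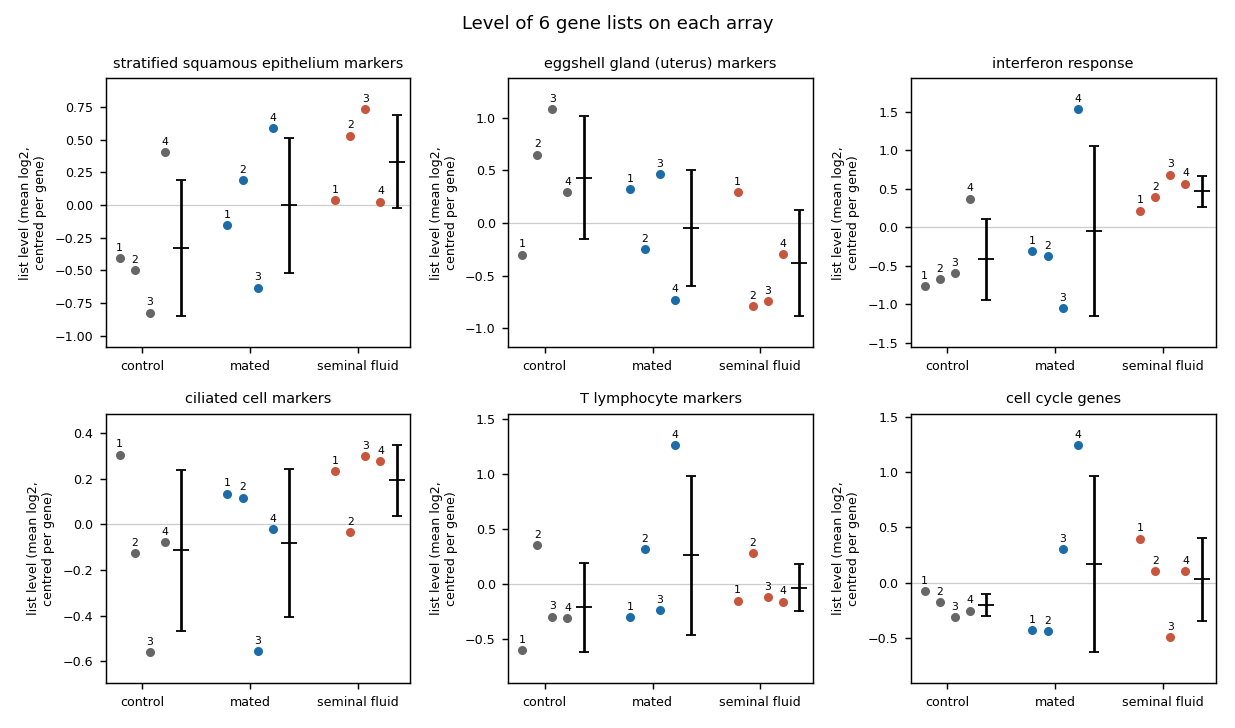
Mean log2 level of 6 gene lists on each array (vertical axis, each gene centred on its mean over the 12 arrays), with points numbered by replicate, a mark at the group mean and bars of 1 SD (n = 4 per group). Mated replicate 4 lies above the other mated arrays in the interferon, T lymphocyte and cell cycle lists, and the 4 SF-infused arrays lie between 0.22 and 0.68 in the interferon list.

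SF-infusion versus control asked which transcripts differ a day after infusion of the fluid without sperm. According to the paper the control hens were neither mated nor inseminated, so the fluid and the infusion procedure cannot be told apart. SPP1, a matrix protein that the shell gland secretes into the eggshell, lay at 12.62 ± 1.33 in control and 9.44 ± 1.66 in SF-infused hens (SD, n = 4), a difference of -3.18 (SE 1.07). HMOX1, the haem-degrading enzyme, went from 12.75 ± 0.14 to 11.13 ± 0.69 (SD, n = 4), a difference of -1.62 (SE 0.38). The matricellular protein CCN3 (NOV on the array) was higher by 2.24 (SE 0.60) and the anion exchanger SLC4A9 by 1.45 (SE 0.36). As groups, interferon response, cilia and squamous epithelium genes lay higher, and eggshell gland, host defence and respiration genes lower. With an estimated correlation 0 of these lists passed (smallest adjusted p = 0.63), and with a tissue score in the model the interferon list was at 0.10 and the respiration list turned to 0.21. With the array number as a covariate, which shares its variation with the treatment, the interferon list turned to -1.695 and the squamous list to -0.317.

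With limma 0 of the 37374 features passed the adjusted threshold in SF-infusion versus control (smallest adjusted p = 0.735). At an unadjusted p under 0.05 there were 2417 features, 1551 higher and 866 lower, or 6.47% against 5% by chance, and 387 of them differed by more than 1 on the log2 scale. They held 636 characterised genes, 345 higher and 291 lower. The groups were separate for 3.84% of the features, against 2.86% by chance. The count was 1502 without SF replicate 3, 1396 without the 4 arrays at the ends of the tissue score and 4064 with array weights. With the array number as a covariate it was 942, or 2.52%, of which 70 were among the 2417. It was 1597 among the 28030 brighter features and 1081 among the 18687 at or above the median signal.

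Higher with separate groups were ODF2L at 2.60 (SE 1.06), CCN3, the interferon-induced RNA-binding protein IFIT5 at 2.19 (SE 0.89), the nociceptin precursor PNOC at 2.17 (SE 0.94), CDH19 at 1.95 (SE 0.82, control level at that of the random control), BEGAIN at 1.72 (SE 0.60), SLC4A9, ACZ at 1.34 (SE 0.48) and the adenylate cyclase ADCY8 at 1.31 (SE 0.57). A further PNOC feature was at 0.45, short of the threshold. ODF2L lay at 3.79 and 3.66 in controls 2 and 3, below the random control of those arrays (3.91 and 3.87). Lower were SPP1, HMOX1, NMUR1 at -1.54 (SE 0.29), the phospholipase PLB1 at -1.41 (SE 0.43), the mitochondrial folate enzyme ALDH1L2 at -1.40 (SE 0.53), ZCCHC4 at -1.37 (SE 0.59), the limb and lung transcription factor TBX4 at -1.23 (SE 0.33), the lysosomal galactosidase GALC at -1.16 (SE 0.44), FOXO3 at -1.04 (SE 0.36) and ITGB1BP2 at -0.99 (SE 0.36). Another TBX4 feature was at 0.22, short of the threshold, while those at -0.557 and -1.095 passed it. Unadjusted limma values of p ranged from 0.000279 for NMUR1 to 0.0414 for ADCY8. Of the 19 genes reported here 10 stayed past the unadjusted threshold whichever array was left out (CCN3, BEGAIN, SLC4A9, SPP1, HMOX1, NMUR1, PLB1, TBX4, FOXO3 and ITGB1BP2). ODF2L and CDH19 lost it without control 2, control 3, SF 2 or SF 3, IFIT5 without control 1, 2 or 3 or SF 3 or 4, PNOC without any 1 control, mated 2, SF 2 or SF 3, ACZ without control 2 or SF 2, ADCY8 without control 2, control 3 or any SF array, ALDH1L2 without control 3, SF 2 or SF 3, ZCCHC4 without control 1, 2 or 4 or SF 3 or 4, and GALC without control 3, SF 2 or SF 4. IFIT5, PNOC, PLB1, ZCCHC4, FOXO3 and ITGB1BP2 turned direction with the array number as a covariate. That covariate shares its variation with the treatment, so the sign there decides nothing by itself.

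Of the 28 lists 10 passed camera after SF-infusion, 6 higher and 4 lower. All 25 interferon response genes were above control, by a mean of 0.88 and a median of 0.67 (adjusted p = 8.6e-08, and adjusted p = 0.678 with an estimated correlation), and 2 passed alone, IFIT5 and the helicase ZNFX1 at 0.88 (SE 0.37), while IRF7 was at 0.73 (SE 0.35). The interferon list turned to -1.695 and IFIT5 to -3.043 with the array number as a covariate, and the squamous (-0.317), cytokine (-0.558), receptor (-0.383) and cell cycle (-0.731) lists turned too. Ciliated cell markers were higher by 0.31 over 31 genes (adjusted p = 1.58e-07, and adjusted p = 0.678 with an estimated correlation), 6 of them past the threshold, such as the axonemal genes LRRC23 at 0.62 (SE 0.22), HYDIN at 0.49 (SE 0.18) and CCDC40 at 0.59 (SE 0.24). Squamous epithelium markers were higher by a mean of 0.66 over 28 genes (adjusted p = 0.00141, and adjusted p = 0.678 with an estimated correlation), 6 of them past the threshold, including the basal-cell factor TP63 at 1.84 (SE 0.74), basal keratin KRT5 at 1.89 (SE 0.77) and the co-activator VGLL1 at 3.45 (SE 1.32). Cytokine receptors (mean 0.29, adjusted p = 0.00742), cell cycle genes (mean 0.23, adjusted p = 0.0198) and cytokines (mean 0.25, adjusted p = 0.0198) were also higher, with adjusted p = 0.822, adjusted p = 0.822 and adjusted p = 0.743 with an estimated correlation. Members past the threshold were the receptors IL17RD at 1.12 (SE 0.44) and CCR4 at 1.05 (SE 0.45), PLK4 at 0.81 (SE 0.21) and CCNE2 at 0.87 (SE 0.33), and 6 cytokines with IL19 at 1.19 (SE 0.40) and CCL1 at 1.04 (SE 0.46). PLK4 and IL19 kept their calls whichever array was left out. TP63, KRT5 and VGLL1 each lost theirs without control 1, 2 or 3 or SF 2 or 3, ZNFX1 without control 1, 2 or 3 or any SF array, LRRC23 without control 3, HYDIN without control 3, SF 3 or SF 4, and CCDC40 without control 2, control 3, SF 1 or SF 3. IL17RD lost its call without control 2, control 3, SF 2 or SF 3, CCR4 without control 1, 2 or 3 or SF 2, 3 or 4, CCNE2 without control 2 or SF 4, and CCL1 without control 1, control 4, mated 2 or SF 2, 3 or 4. ZNFX1, TP63, KRT5, VGLL1, IL17RD, CCNE2 and CCL1 turned direction with the array number in the model.

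Eggshell gland markers were lower by a mean of -0.81 and a median of -0.48 over 27 genes (adjusted p = 0.000885, and adjusted p = 0.678 with an estimated correlation), with SPP1 and 4 others past the threshold, among them the calcium channel ITPR2 at -0.59 (SE 0.24), the bicarbonate transporter SLC4A7 at -0.92 (SE 0.39) and the chloride transporter CLCN5 at -0.41 (SE 0.18). Host defence peptides and lysozymes were lower by -0.66 over 20 genes (adjusted p = 0.0017, and adjusted p = 0.63 with an estimated correlation), 3 past the threshold, namely LEAP2 at -0.57 (SE 0.15), the defensin AvBD6 (GAL6 on the array) at -0.43 (SE 0.12) and BPIL3 at -3.20 (SE 1.37), of which 2 genes passed when adjusted over the list alone. Oxidative phosphorylation genes were lower by -0.17 over 50 genes (adjusted p = 6.96e-05, and adjusted p = 0.822 with an estimated correlation), 1 of them past the threshold, ATP5J at -0.52 (SE 0.21), and endothelial markers by -0.30 over 21 genes (adjusted p = 0.0071, and adjusted p = 0.783 with an estimated correlation), with the Notch ligand DLL4 at -0.82 (SE 0.35). Adjusted over the list alone, 0 members of the other 9 passing lists were called. SPP1, LEAP2 and AvBD6 kept their calls whichever array was left out, while ITPR2 lost it without control 2, control 3, SF 2 or SF 3, SLC4A7 without control 1, 2 or 3 or SF 2, 3 or 4, and CLCN5 without control 1, 2 or 3 or SF 2 or 3. BPIL3 lost its call without control 2, control 3 or SF 2, 3 or 4, ATP5J without control 1, 2 or 3 or SF 1 or 3, and DLL4 without control 1, any mated array, SF 2 or SF 4. LEAP2, SLC4A7 and DLL4 turned direction with the array number in the model. The squamous list lay at -0.33 ± 0.52 in control and 0.33 ± 0.36 in SF-infused hens and the eggshell gland list at 0.43 ± 0.58 and -0.38 ± 0.51 (SD, n = 4). The group means of these tissue markers thus differed beside the gene groups above, but the arrays of both groups overlapped in each list. With the difference of these lists in the model, the interferon list was at 0.10 (SE 0.48), the cytokine, receptor and oxidative phosphorylation lists turned direction and 4 lists passed. The cytokine and receptor lists lost their calls without control 3, the cytokine and cell cycle lists without control 4, the cell cycle list without SF 1, the receptor list without SF 2, the endothelial list without control 3, and the cytokine, endothelial and cell cycle lists without SF 4.

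Of 14 measured genes that the study had picked for mating, 4 were higher and 6 lower at the unadjusted threshold in mating versus control, for example F2 (prothrombin) at -0.83 (SE 0.24) and SLC4A9 at 0.87 (SE 0.36), while MASP1 was at -1.23 (SE 0.56) and did not pass. Of 23 picked for SF-infusion 16 were higher and 6 lower in SF-infusion versus control, for example LUZP2 at 1.97 (SE 0.74) and DLK2 at 1.88 (SE 0.85). F2 kept its call whichever array was left out, while SLC4A9 lost it after mating without control 1, 2 or 3 or mated 2, 3 or 4, LUZP2 without control 1 or SF 2, and DLK2 without control 1, 2 or 3, mated 1 or 2 or SF 2, 3 or 4. LUZP2 and DLK2 turned direction with the array number in the model. Adjusted over the list alone, 0 and 3 of them passed, against 0 and 0 over all features, and since the study chose them on these arrays, neither count is independent evidence of direction.

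Mating versus SF-infusion asked what differs between the treatments. LZTFL1 was lower in mated hens, at 8.99 ± 0.67 against 10.72 ± 0.42 (SD, n = 4), a difference of -1.73 (SE 0.35), and so were the pyrimidine-degrading enzyme DPYS at -2.02 (SE 0.47), the serotonin-synthesising enzyme TPH2 at -1.39 (SE 0.54), the ribonuclease subunit RNASEH2B at -1.33 (SE 0.32) and NELL1 at -1.31 (SE 0.45). Higher in mated hens were the lymphocyte sphingosine phosphate receptor EDG6 at 1.00 (SE 0.35), the lymphocyte GTPase RHOH at 0.98 (SE 0.19), CD72 at 0.95 (SE 0.29), the nucleoside transporter SLC28A3 at 0.91 (SE 0.38) and IGF2BP1 at 0.86 (SE 0.29). Limma called 0 features after adjustment (smallest adjusted p = 0.641) and 1756 at an unadjusted p under 0.05, 762 higher and 994 lower, 4.7% of the features, but the balance turned after quantile normalisation, with 1094 higher and 771 lower. The count was 2817 with array weights, 728 among the 28030 brighter features and 370 among the 18687 at or above the median signal. Of the 10 genes 8 stayed past that threshold whichever array was left out, TPH2 losing it without mated 3, SF 2 or SF 4 and SLC28A3 without mated 1, 2 or 4 or SF 2 or 3. A single feature, ENSGALG00000018363, which falls outside the naming rule and was chosen after its values were seen, passed the adjusted threshold without control 3, at 11.28 ± 0.50 in mated and 7.22 ± 0.45 in SF-infused hens, and LOC417973 passed without mated replicate 4.

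Of the 28 lists 5 passed between the treatments, 2 higher and 3 lower in mated hens, all with adjusted p = 0.9 with an estimated correlation. Ciliated cell markers were lower by -0.28, 30 of 31 genes in that direction (adjusted p = 1.81e-07) and 0 past the threshold alone, with HYDIN at -0.40 (SE 0.18). Interferon response genes were lower by -0.52 (adjusted p = 0.00109) with 0 past it and IFIT5 at -1.54 (SE 0.89), and ribosomal proteins by -0.06 (adjusted p = 0.000247) with 0 past it and RPL29 at -0.18 (SE 0.09). T lymphocyte markers were higher by 0.30 (adjusted p = 0.0156), 2 of them past the threshold, RHOH and TCF7 at 1.23 (SE 0.50), and host defence genes by 0.35 (adjusted p = 0.0156), 2 of them past it, AvBD6 at 0.55 (SE 0.12) and LEAP2 at 0.50 (SE 0.15), and in both lists 1 passed adjusted over the list alone. TCF7 lost its call without mated 3, mated 4 or SF 2, 3 or 4, and the other 3 genes kept theirs. Against control, RHOH, TCF7, AvBD6 and LEAP2 were all lower after SF-infusion at the unadjusted threshold. After mating, 0 members of the T lymphocyte and host defence lists passed it against control. The interferon and host defence calls ended without mated replicate 3 (adjusted p = 0.378 and adjusted p = 0.2), the T lymphocyte list turned to -0.04 and the ribosomal call ended without mated replicate 4 (12 lists then passed), the T lymphocyte and host defence calls ended without SF 4 and the T lymphocyte call without SF 1. Without mated replicate 1 or 2, 8 and 9 lists passed, and with the array number as a covariate 11 passed and interferon turned to 0.772. Among the brighter features 3 lists passed.

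Both treatments were set beside each other to see which transcripts differed alike. NFYA was lower by similar amounts after mating (-1.02, SE 0.16) and SF-infusion (-0.97, SE 0.16), and so were NMUR1 (-1.31 and -1.54), POMT2 (-0.52 and -0.53), the endoplasmic reticulum quality-control protein SEL1L (-0.40 and -0.38), lipoprotein lipase LPL (-0.68 and -0.90) and SLC38A6 (-0.57 and -0.61). Higher after both were the leukocyte kinase PIK3CD (0.79 and 0.84), CYR61 (0.43 and 0.54) and the T-cell ligand CD40LG (0.29 and 0.32). In all, 180 features passed the unadjusted threshold in the same direction, 117 higher and 63 lower, with 42 characterised genes, and 8 in opposite directions. Independent lists would share 28.4. Unchanged groups were simulated with all arrays drawn anew and a control group common to both comparisons. They shared 104 features at the median and 575 on average, and 34 of 100 simulations shared at least 180. With the 4 controls split between the comparisons, 15 to 24 features were shared, where independent lists would share 12.7 to 105.2. Fold changes of both treatments correlated across features at r = 0.657 (features are not independent replicates) against a simulated mean of 0.492, and at -0.224 to 0.435 with the controls split, with a covariance of 0.0722 against 0.064. The overlap was 764 without mated replicate 3, 97 without mated replicate 4 and 405 without control 4. It was 579 with array weights, 471 with the tissue score, 398 with the array number and 271 with the replicate number in the model, and 107 and 66 among the 28030 and 18687 brighter features. With the array number SEL1L turned to 0.25 and SLC38A6 to 0.148 after SF-infusion. The F test over the 3 groups called 0 features (smallest adjusted p = 0.958), 1 without control 3, and 1628 at an unadjusted p under 0.05 in limma.

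**Figure D3:**
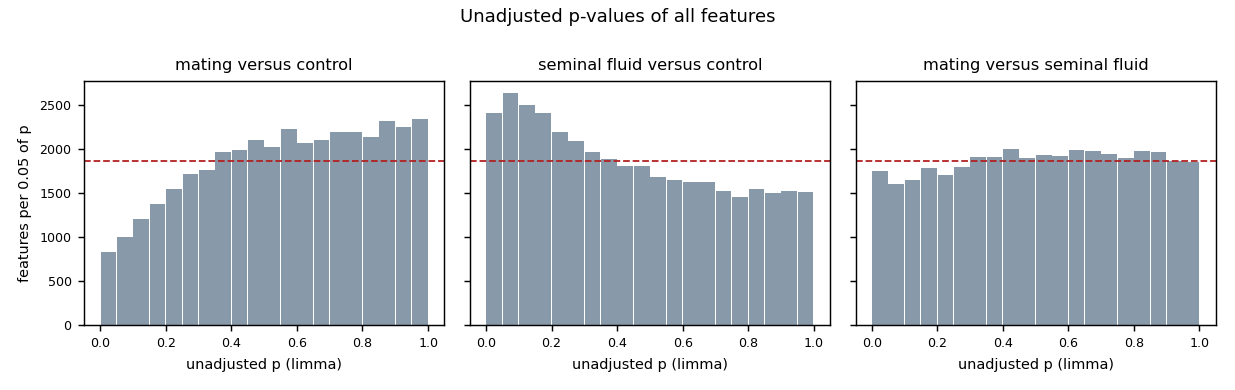
Number of features (vertical axis) per 0.05 of unadjusted limma p (horizontal axis) in each comparison, with a dashed line at the 1869 features per bar that chance alone would give. The lowest bar holds 828 features in mating versus control, 2417 in SF-infusion versus control and 1756 in mating versus SF-infusion.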

Values the study reported

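The study reported no chicken gene probes past its false discovery rate threshold. With its permutation threshold it reported 41 genes over all conditions, 18 genes for mating against control and 37 genes for SF-infusion against control. At its suggestive level it gave 504 probes up and 324 down after mating, and 1,551 up and 866 down after SF-infusion. It counted 68 genes as common to both treatments, 37 of them upregulated and 31 downregulated.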

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

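For the T lymphocyte and cell cycle lists after mating the tests with mated replicate 4 left out and with blood, and for the interferon list after SF-infusion both tests, were chosen only after the result was seen, while the other tests below had been written down before their values were known, although the tissue score that some of them use was itself made after the data had been seen.

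More features passed the unadjusted threshold after SF-infusion than the 5% of chance, 2417 in all. Had the tissue mix that the score measures produced them, the count should have dropped with the tissue score in the model. It was 3288, which by the bound written in advance would have argued against tissue mix, but that bound was wrong, since only 544 of the 2417 were among these and most were other features, so that tissue mix stays open. Had the place on the slide produced them, their levels should have drifted with the array number inside the groups by as much as they differed between groups, a ratio near 1. The median ratio was 0.867, with an SD of 0.646 and a range of -1.4 to 1.33 when array numbers were permuted, so that this test could not separate place from treatment.

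The T lymphocyte list lay at 0.47 and the cell cycle list at 0.37 after mating. Without mated replicate 4 the T lymphocyte list was at 0.139 (adjusted p = 0.053) and the cell cycle list at 0.02 (adjusted p = 0.664), which may place much of both results in a single hen. Blood left in the tissue would bring erythrocyte transcripts along, and these were at -0.202 (SE 0.21). The SEs in this paragraph come from the spread of the list level in the 2 groups compared. With the tissue score in the model the T lymphocyte list was at 0.274 (adjusted p = 0.0205) and the cell cycle list at 0.30 (adjusted p = 0.000147), both at the preset correlation, against 0.47 (SE 0.415) and 0.37 (SE 0.401) without it, which leaves the tissue mix open.

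The interferon response list lay at 0.88 after SF-infusion. With the tissue score in the model it was at 0.102 (SE 0.48) against 0.88 (SE 0.507) without it, which could mean that the score carries the difference, but the standard errors cover both readings. More leukocytes of all kinds would have given higher macrophage and heterophil markers, and these were at -0.074 (SE 0.159). The T lymphocyte list was at 0.177 (SE 0.228) with a median of 0.366 and 14 of 19 members higher. Its 2 members past the unadjusted threshold were lower, so that more T lymphocytes alone stay open.

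Whether chance alone can give the counts was asked by regrouping the arrays. A count of 0 past the adjusted threshold is reached by any split, so the 35 of 35 splits in mating versus control (highest other split 5), 35 of 35 in SF-infusion versus control (highest 1), 35 of 35 in mating versus SF-infusion (highest 3) and 100 of 100 draws for the F test (highest 1766) decide nothing. The 828 features at the unadjusted threshold after mating were reached by 24 of 35 splits (highest 9225), the 2417 after SF-infusion by 7 of 35 (highest 7463) and the 1756 between the treatments by 11 of 35 (highest 7532). The 11 lists after mating were reached by 19 of 35 splits (highest 15), the 10 after SF-infusion by 4 of 35 (highest 12), the 5 between the treatments by 32 of 35 (highest 16), and the overlap of 180 by 61 of 100 draws (highest 3699). Chance cannot be excluded for the counts at the unadjusted threshold, the list counts or the overlap. The splits with several times more features point to a structure of the samples other than the treatment. The first principal component, the direction in which the arrays differed most, held 43.3% of the variance. It was 65.57, 85.84 and 99.39 in control 2, control 3 and mated 3, with tissue scores of -1.148, -1.901 and -1.099. In mated 4, SF 2 and SF 3 it was -82.18, -80.78 and -61.34, with scores of 1.316, 1.322 and 1.477. The other arrays lay between these on both, and whether the 2 measures share a cause was not tested.

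Of 228 groups of 4 arrays, 12 held an array far from the other 3 by Dixon's ratio, where 11.4 are expected by chance. In control hens the cytokine receptor list was at -0.536 in replicate 3 (others -0.107 to -0.019). Replicate 4 of the controls had the interferon list at 0.372 (others -0.764 to -0.598). Control 2 had the egg white list at 0.777 (others 0.023 to 0.11). SLC28A3 was at 12.66 in control 1 (others 11.43 to 11.59). The metallopeptidase list was at -0.344 in mated replicate 3 (others 0.064 to 0.126). PNOC was at 10.82 in mated replicate 4 (others 7.039 to 7.647). BEGAIN was at 4.358 in mated replicate 3 (others 6.815 to 7.18) and ADCY8 at 8.775 in the same hen (others 10.53 to 10.6). The random control lay at 3.837 in SF replicate 1 (others 3.806 to 3.811), where GLRA3 was at 4.468 (others 3.819 to 3.84). The T lymphocyte list was at 0.28 in SF replicate 2 (others -0.164 to -0.121), where ACZ was at 8.674 (others 7.046 to 7.309).

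Between the treatments 5 lists differed at the preset correlation, host defence at 0.347, interferon response at -0.515, T lymphocytes at 0.296, ciliated cells at -0.275 and ribosomal proteins at -0.063, each with adjusted p = 0.9 with an estimated correlation.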

How the results depend on the processing

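The tests with the tissue score in the model and with the 4 arrays at its ends left out were added as alternatives after the data had been seen, so that they were chosen only after the result was seen, and all other tests here were set before.

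Counts at the unadjusted threshold were lower with dim features left out, in part because fewer features were tested, and the cause was not tested for this or any other change below. With the 28030 brighter features alone they were 391 for mating, 1597 for SF-infusion, 728 between the treatments and 107 for the overlap, and 3 lists passed between the treatments. With the 18687 features at or above the median signal they were 191, 1081, 370 and 66, again with 3 lists between the treatments. As shares of the features tested these are 1.39% and 1.02% for mating against 2.22% of all features, 5.7% and 5.78% for SF-infusion against 6.47%, and 2.6% and 1.98% between the treatments against 4.7%. In control hens POU1F1, GLRA3, CDH19, IL5, SPO11, SPAM1 and SLC10A2 lay near or below the random control, as ODF2L did in controls 2 and 3, so that background limits the size of their fold changes.

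The series table, median centring, quantile normalisation, trended and robust moderation and the mean over the features of a symbol kept every count within a factor of 1.5. After quantile normalisation 54.9% of the passing features were higher after SF-infusion against 64.2% without it, and 58.7% against 43.4% were higher in mated than in SF-infused hens, so the balance of directions depends on normalisation. Array weights gave 1862, 4064 and 2817 features and an overlap of 579. Fitting only the groups compared gave 1 feature past the adjusted threshold between the treatments, and an F test cannot be computed there. With the replicate number as a replicate block the overlap was 271, and the counts were 940 after mating, 2649 after SF-infusion and 1827 between the treatments. Deviations of same-numbered arrays from their group means correlated across features at r = -0.362 to 0.624 over 12 pairs, 4 of them over 0.1 and 2 with the best match in its own number, control and mated replicates 3 (0.624) and 4 (0.511). According to the paper the seminal fluid came from the males used for mating, pooled per male, so hens of both treatments can share a male. The labels do not say what a number stands for, so no pairing was assumed in the fit. Whether mated and SF-infused hens of the same number shared a male stays open.

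Estimated correlation gave 0 lists in mating versus control, 0 in SF-infusion versus control and 0 between the treatments, and fry gave 0, 0 and 0 likewise. A threshold from 100 permutations gave 35 features for mating (unadjusted threshold 0.00272), 112 for SF-infusion (0.00327), 105 between the treatments (0.00216) and 100 for the F test (0.00322). It was looser than the one the study describes, which rests on more permutations. With controls 1 and 2 set against mated hens and 3 and 4 against SF hens the overlap was 21 and the reverse gave 15. Controls 1 and 3 with mated hens gave 24 and the reverse 15, and controls 1 and 4 with mated hens gave 20 and the reverse 24.

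With the array number as a covariate, which shares its variation with the treatment, 3 lists passed after mating, 942 features after SF-infusion and 11 lists between the treatments, and the overlap was 398. Array numbers of the groups do not overlap, so this fit carries slopes from within the groups over to the places between them. No SE is printed for the values below, so a change of sign alone does not show a reversal. After mating the lists turned to -0.109 for cytokines, -0.063 for receptors, -0.923 for interferon, -0.171 for antigen presentation, -0.052 for T lymphocytes and -0.109 for cell cycle, and CCR9 turned to -0.179. After SF-infusion the lists turned to -0.558 for cytokines, -0.383 for receptors, -1.695 for interferon, -0.317 for squamous epithelium and -0.731 for cell cycle. Between the treatments interferon turned to 0.772. Genes that turned downward after SF-infusion were IFIT5 at -3.043, PNOC at -2.034, CCL1 at -1.335, IL17RD at -0.221, ZNFX1 at -0.519, PROM2 at -0.555, VGLL1 at -2.473, TP63 at -2.082, KRT5 at -1.042, SPO11 at -0.214, CCNE2 at -0.449, LUZP2 at -1.694, DLK2 at -2.44 and SLC10A2 at -1.922. Genes that turned upward were PLB1 at 1.094, ZCCHC4 at 2.878, FOXO3 at 0.041, ITGB1BP2 at 0.158, SMAD9 at 0.442, LEAP2 at 0.004, PTGER3 at 0.975, SLC4A7 at 0.22, DLL4 at 1.391, SEL1L at 0.25 and SLC38A6 at 0.148.

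With the tissue score as a covariate there were 1387 features and 5 lists after mating, 4 lists after SF-infusion and an overlap of 471. After mating the receptor list turned to -0.044, interferon to -0.061, antigen presentation to -0.001, ribosomal proteins to 0.05 and oxidative phosphorylation to 0.083. After SF-infusion cytokines turned to -0.129, receptors to -0.292, squamous epithelium to -0.012 and oxidative phosphorylation to 0.214, and the eggshell gland list, at -0.013, ranked upward among all genes. The squamous and eggshell gland lists make up the score, so their loss follows from the model.

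Leaving out control 3, mated 4, SF 2 and SF 3, the arrays at the ends of that score, gave 1 feature past the adjusted threshold after mating, 1 between the treatments and 1 in the F test, with 6 lists after mating and 1396 features after SF-infusion. After mating the receptor list turned to -0.132, interferon to -0.223, antigen presentation to -0.075, cell cycle to -0.02, ribosomal proteins to 0.071 and oxidative phosphorylation to 0.078. After SF-infusion receptors turned to -0.025 and oxidative phosphorylation to 0.086.

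With each array left out in turn, features past the adjusted threshold ranged from 0 to 1 after mating, 0 to 1 between the treatments and 0 to 1 in the F test, the 1 arising without control 3 and, between the treatments, also without mated replicate 4. Features past the unadjusted threshold ranged from 589 (without mated replicate 4) to 2108 (without mated replicate 3) after mating and from 1502 (without SF 3) to 3505 (without SF 1) after SF-infusion. Lists ranged from 3 (without mated replicate 4) to 17 (without mated replicate 3) after mating, with 6 without control 3, and from 5 to 12 (without mated replicate 4) between the treatments, with 8 without mated replicate 1 and 9 without mated replicate 2. The overlap ranged from 97 (without mated replicate 4) to 764 (without mated replicate 3), with 405 without control 4. After mating the interferon list ranged from -0.162 to 0.698, antigen presentation from -0.061 to 0.406 and ribosomal proteins from -0.123 to 0.026, and between the treatments T lymphocytes ranged from -0.038 to 0.483, with each sign change arising without mated replicate 4.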

Other observations

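The tests of the tissue score against the gene lists, the search for features at 2 levels and the look at single features were chosen only after the result was seen.

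Of the lists past in no comparison, most held genes past the unadjusted threshold, while the macrophage and heterophil, smooth muscle and circadian clock lists held 0 in limma in each comparison. The collagenase MMP1 lay at 9.60 ± 0.54 in control and 6.32 ± 2.08 in SF-infused hens (SD, n = 4), a difference of -3.29 (SE 0.92), and the protease ADAMTS13 was at 0.59 (SE 0.15), while metallopeptidases as a list were at -0.03 after both treatments (adjusted p = 0.956 and adjusted p = 0.418) and 0.00 between them (adjusted p = 0.348). Of the complement and coagulation list (-0.14 after mating, adjusted p = 0.135, -0.10 after SF-infusion, adjusted p = 0.747, and -0.04 between the treatments, adjusted p = 0.381) the clotting genes F2 and TFPI were lower after mating, at -0.83 (SE 0.24) and -0.47 (SE 0.14). Solute carriers were at -0.18 (adjusted p = 0.138), -0.17 (adjusted p = 0.296) and -0.01 (adjusted p = 0.996) in the same order, with SLC4A9 at 1.45 (SE 0.36) after SF-infusion. The immediate early and heat shock list was at 0.10 (adjusted p = 0.185), 0.10 (adjusted p = 0.418) and 0.00 (adjusted p = 0.996), with HMOX1 past when adjusted over the list alone after SF-infusion and NR4A2 at 0.51 (SE 0.18). Steroid and prostaglandin signalling was at 0.00 (adjusted p = 0.426), 0.05 (adjusted p = 0.657) and -0.04 (adjusted p = 0.996), with the glucocorticoid receptor NR3C1 at -0.43 (SE 0.18) and the prostaglandin receptor PTGER3 at -1.23 (SE 0.53) after SF-infusion. NR4A2 lost its call without control 3, SF 2 or SF 3, NR3C1 without control 2, 3 or 4 or SF 2, 3 or 4, and PTGER3 without control 1, 2 or 3, mated 2 or SF 2, 3 or 4, while the other genes named here kept theirs whichever array was left out. PTGER3 turned to 0.975 with the array number as a covariate.

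TGF-beta signalling was at -0.01 (adjusted p = 0.587), -0.01 (adjusted p = 0.657) and 0.01 (adjusted p = 0.996) in mating versus control, SF-infusion versus control and mating versus SF-infusion, with BMPR2 at -0.35 (SE 0.16) and SMAD9 at -0.95 (SE 0.43) after SF-infusion. BMPR2 lost its call without control 1 or 4, mated 2 or 4 or SF 1, 2 or 4, and SMAD9 without any 1 control, mated 1, 2 or 3 or SF 2 or 3, and SMAD9 turned to 0.442 with the array number as a covariate. Toll-like receptor and NF-kB signalling was at 0.11 (adjusted p = 0.24), 0.15 (adjusted p = 0.32) and -0.03 (adjusted p = 0.987), with the adaptor TIRAP at 0.42 (SE 0.15) after SF-infusion, a call lost without control 2 or SF 3. NOD1 passed in the lower direction after SF-infusion, at -0.47 to -0.23 with each array left out in turn. Its call was lost without control 1 or 3 or SF 1, 2 or 3. B lymphocyte markers were at 0.18 (adjusted p = 0.0929), 0.05 (adjusted p = 0.716) and 0.13 (adjusted p = 0.135), with PAX5 at 0.75 (SE 0.24) between the treatments. Macrophage and heterophil markers were at 0.16 (adjusted p = 0.258), -0.07 (adjusted p = 0.468) and 0.23 (adjusted p = 0.109). Smooth muscle markers were at -0.07 (adjusted p = 0.187), -0.05 (adjusted p = 0.657) and -0.01 (adjusted p = 0.758), and LDB3, short of the threshold, at -0.78 (SE 0.42) after mating. Columnar epithelium markers were at -0.10 (adjusted p = 0.512), -0.12 (adjusted p = 0.672) and 0.02 (adjusted p = 0.996), with PROM2 at 1.16 (SE 0.33) after SF-infusion, which turned to -0.555 with the array number as a covariate. Testis and sperm transcripts were at 0.02 (adjusted p = 0.391), 0.11 (adjusted p = 0.165) and -0.09 (adjusted p = 0.348), with ACTL9 at 0.33 (SE 0.08) after mating and 5 members past the unadjusted threshold after SF-infusion. Adjusted over the list alone 2 of its members passed between the treatments, ACTL9 at 0.44 (SE 0.08) and SPO11 at -0.61 (SE 0.15), and 0 passed in the other comparisons. Circadian clock genes were at -0.09 (adjusted p = 0.347), -0.15 (adjusted p = 0.276) and 0.06 (adjusted p = 0.629), and RORB, short of the threshold, at -1.45 (SE 0.81) after mating. The T lymphocyte list after SF-infusion was at 0.18 (adjusted p = 0.325), and RHOH, at -0.74 (SE 0.19), passed when adjusted over the list alone. The ciliated list was at 0.03 after mating (adjusted p = 0.334) and host defence at -0.32 (adjusted p = 0.258).

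Hens differed from each other inside the groups along the tissue score. Of 26 lists 12 followed it at the adjusted threshold by exact permutation of Pearson's r, 7 upward and 5 downward, and 9 by Spearman's rho, without interferon, metallopeptidases and columnar epithelium. The solute carrier list among them shares 7 members with the lists that make up the score. Oxidative phosphorylation had r = -0.913 and rho = -0.916 over 12 arrays (exact permutation p = 0.00195 and 0.00137, adjusted p = 0.00659 and 0.00742), with r = -0.888 without mated 3 and mated 4. Cytokine receptors had r = 0.871 and rho = 0.951 over 12 arrays (exact permutation p = 0.000217 and 0.000362, adjusted p = 0.00293 and 0.00488), with r = 0.899 without the same arrays. The interferon list had r = 0.696 and rho = 0.594 over 12 arrays (exact permutation p = 0.0212 and 0.0735, adjusted p = 0.0477 and 0.124), with r = 0.458 without the same arrays.

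Some transcripts stood at either of 2 levels. There were 24 such features, of which 0 split mated from control hens, 0 SF from control hens and 1 mated from SF hens. A level could hold as few as 2 arrays, and a level with fewer than 4 arrays cannot split 2 groups of 4. This held for most of the features, so these counts do not show whether the levels followed the treatment. Retinal dehydrogenase ALDH1A1 was low in control 3 and mated 3 (5.9 against 10.9 elsewhere), the defensin AvBD11 in mated 4, SF 2 and SF 3 (4.54 against 7.25), SEMA3G in mated 4 and SF 2 (10.52 against 14.43) and RDM1 in mated 3 and SF 1 (4.94 against 10.05). The arrays low in AvBD11 were those with the highest tissue scores (1.316, 1.322 and 1.477), while those low in RDM1 were at -1.099 and -0.26. Whether the 2 levels followed the score was not tested. The feature that split the treatments, ENSGALG00000018363, had no gene name and was also high in control 3.

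The adjusted counts of features equal those of the study, 0 in limma, and the suggestive counts were 504 higher and 324 lower after mating and 1551 higher and 866 lower after SF-infusion, the same numbers. The gene counts at that level were not the same. It held 168 characterised genes after mating and 636 after SF-infusion here, fewer than the study listed for each. With a permutation threshold from 100 permutations 100 features (14 characterised genes) passed in the F test, 35 (7) after mating and 112 (22) after SF-infusion. The threshold here was looser than the study's, which by itself can only add genes. Yet the characterised genes were fewer than the genes the study reported in each of these comparisons. A gene counted here only if its brightest feature passed, and whether this accounts for the shortfall was not tested. Both treatments shared 42 characterised genes, 24 higher and 18 lower, each gene read from its brightest feature alone. The study states that it dropped redundant and uncharacterised probes before counting genes. How it settled which probe stood for a gene is not described, so the gene counts here and there are not of the same kind. Why they differ stays open.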
